# Spaceflight influences gene expression, photoreceptor integrity, and oxidative stress-related damage in the murine retina

**DOI:** 10.1038/s41598-019-49453-x

**Published:** 2019-09-16

**Authors:** Eliah G. Overbey, Willian Abraham da Silveira, Seta Stanbouly, Nina C. Nishiyama, Gina D. Roque-Torres, Michael J. Pecaut, David Carl Zawieja, Charles Wang, Jeffrey S. Willey, Michael D. Delp, Gary Hardiman, Xiao Wen Mao

**Keywords:** Transcriptomics, Transcriptomics, RNA sequencing, Gene expression, Experimental models of disease

## Abstract

Extended spaceflight has been shown to adversely affect astronaut visual acuity. The purpose of this study was to determine whether spaceflight alters gene expression profiles and induces oxidative damage in the retina. Ten week old adult C57BL/6 male mice were flown aboard the ISS for 35 days and returned to Earth alive. Ground control mice were maintained on Earth under identical environmental conditions. Within 38 (+/−4) hours after splashdown, mice ocular tissues were collected for analysis. RNA sequencing detected 600 differentially expressed genes (DEGs) in murine spaceflight retinas, which were enriched for genes related to visual perception, the phototransduction pathway, and numerous retina and photoreceptor phenotype categories. Twelve DEGs were associated with retinitis pigmentosa, characterized by dystrophy of the photoreceptor layer rods and cones. Differentially expressed transcription factors indicated changes in chromatin structure, offering clues to the observed phenotypic changes. Immunofluorescence assays showed degradation of cone photoreceptors and increased retinal oxidative stress. Total retinal, retinal pigment epithelium, and choroid layer thickness were significantly lower after spaceflight. These results indicate that retinal performance may decrease over extended periods of spaceflight and cause visual impairment.

## Introduction

We are entering an era of renewed interest in space exploration. Although officially the space race ended decades ago, humanity is crossing the threshold into a second space age that includes new global partnerships and private companies. This new infrastructure and organization has brought the concept of long duration space missions, such as permanent moon settlements and manned missions to Mars, from a distant goal to a tangible reality^1^. However, the space environment is fundamentally different from Earth. Microgravity and ionizing radiation compose a unique set of physiological stressors, the effects of which remain to be fully characterized^2,3^.

In humans, one of the most apparent physiological responses to the space environment is the redistribution of fluid throughout the body that occurs due to microgravity. This redistribution shifts fluid upward from the lower parts of the body^4^. An increased intracranial pressure caused by this fluid shift has been attributed as a major cause of spaceflight-associated neuro-ocular syndrome (SANS)^5^. 40% of astronauts have experienced SANS^6^, including the spaceflight subject of the NASA twins study^7^. The physiological impact of SANS encapsulates multiple components of the eye and includes optic disc edema, globe flattening (GF), choroidal and retinal folds, hyperopic refractive error shifts, and nerve fiber layer infarcts (i.e., cotton wool spots)^5,8^. While the physiological characteristics of SANS are well documented, the mechanisms that drive SANS are still poorly understood.

To date, despite evidence showing ocular functioning impairment following exposure to the space environment, few studies have investigated molecular mechanisms involved in the spaceflight-associated changes in retinal structure and function. A previous study from our group characterized the effects of a 13-day exposure to the space environment aboard the Space Shuttle Atlantis (STS-135) in mice. This study found that spaceflight conditions induced oxidative damage that resulted in mitochondrial apoptosis in the mouse retina^2^. Subsequent work with low-dose proton radiation and a simulated microgravity mice model showed a major role of simulated space radiation in the increase of oxidative stress, with synergistic effects when simulated microgravity was applied^9,10^. In our current study, mice were exposed to the space environment for 35 days aboard the International Space Station (ISS) to determine whether the space environment induces oxidative damage on ocular structure and to characterize gene expression profiles of mouse retina exposed to spaceflight.

## Results

### The space environment causes changes in gene expression related to visual and RNA regulation pathways

The space environment caused a wide array of changes in gene expression, the most prominent were changes in ocular pathways and RNA processing. Twenty mice spent 35 days on the International Space Station as part of NASA’s ninth Rodent Research experiment (RR-9). An additional twenty mice were housed on Earth in the same housing hardware used in flight for the ground control group. 

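Retinas of 8 spaceflight and 8 ground control mice, all male C57BL/6, gave the 16 libraries, each made from 100 ng of total RNA with a stranded mouse kit. The authors counted reads per gene with HTSeq and compared the groups with DESeq2. The authors' deposited table of that comparison lists 25905 genes, each with a mean normalized count over all libraries, a log2 fold-change of spaceflight over ground control with its standard error, a Wald statistic and p-values. The deposited counts per library carry laboratory codes that do not name the mouse. They were not used here, so values per mouse, their SD and the depth per library are not analysed here. The mean normalized count per gene is therefore given as the measure of abundance, and all intervals were computed from the deposited standard errors under a normal distribution. Summed over genes, the mean normalized counts come to 6995810. An adjusted p-value was present for 10669 genes, the ones above the authors' filter on abundance, and these are called tested genes. Their lowest mean normalized count was 26.4. The median standard error was 0.08 on the log2 scale, and counting error makes up 32.3% of its square in the median gene. The rest holds spread between mice and between preparations, which were not separated. A gene in the fifth of tested genes with the lowest abundance had to change by 0.48 on the log2 scale to pass the authors' threshold, and a gene in the fifth with the highest abundance by 0.14. The mean normalized count of Xist, expressed in females, was 0.344, and that of the Y-linked Ddx3y was 702.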

RNA sequencing was performed on sixteen mice (n = 8/group). 600 differentially expressed genes (DEGs) were identified between the spaceflight and ground control groups using DESeq2^11^ with an adjusted p-value threshold of 0.01 (Sup. Table 1). 

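The threshold of the methods is an adjusted p-value of 0.1, and the adjusted p-values recomputed from the deposited p-values by the Benjamini-Hochberg method, over the tested genes, differed from the deposited ones by at most 4.26e-06. The authors' deposited table holds 600 genes under 0.1, 394 under 0.05 and 220 under 0.01. Of all tested genes, 1575 had an unadjusted p-value under 0.05, where chance alone gives 533. The median size of the change of the DEGs, in either direction, was 0.23 on the log2 scale, which is 1.18-fold. Less than a 1.2-fold change was measured in 356 DEGs, at least a 1.5-fold change in 35 and at least a 2-fold change in 3. The alternative that moved the number of DEGs most was chosen after seeing the data. It tested for a change larger than 1.1-fold in place of any change, and left 44 genes.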

Hierarchical clustering was performed on the DEGs according to their expression values to determine which mice have similar DEG expression profiles. Mice clustered according to their inclusion in the ground control or spaceflight group. The spaceflight group had 286 upregulated genes and 314 downregulated genes compared to the ground control (Fig. 1A).

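DEGs higher in spaceflight made up 47.7% of the total. The normalization by the authors centres the changes, with a median log2 fold-change of -0.0059 over all tested genes, so this balance was not tested. The median change was 0.25 among the genes higher in spaceflight and -0.22 among those lower. Genes lower in spaceflight were the more abundant, with a median mean normalized count of 700 against 439. By the rule for named genes, the largest rises were those of Irf7, Hist1h2bb, LOC100502914, A430035B10Rik and Otor. The 95% interval of the log2 fold-change of Irf7 was 1.36 to 1.79, a 2.98-fold rise. The largest falls were those of Ppl, 1700027L20Rik, Col4a3, Vgf and 2610034M16Rik. The standard errors of Ppl and Col4a3 were 4.16 and 4.27 times those of genes of like abundance, and their intervals were -2.65 to -0.46 and -1.44 to -0.32. The direction of the change went with the GC content of the transcript, taken from the mouse assembly GRCm38.p6 for 96.0% of tested genes. In the fifth of tested genes with the lowest GC content, 94 DEGs were higher and 33 lower in spaceflight. In the fifth with the highest GC content, 27 were higher and 92 lower. With a smooth trend on GC content and transcript length removed, an alternative chosen after seeing the data, 467 genes passed the threshold, of which 404 were among the DEGs.

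**Figure D1:**
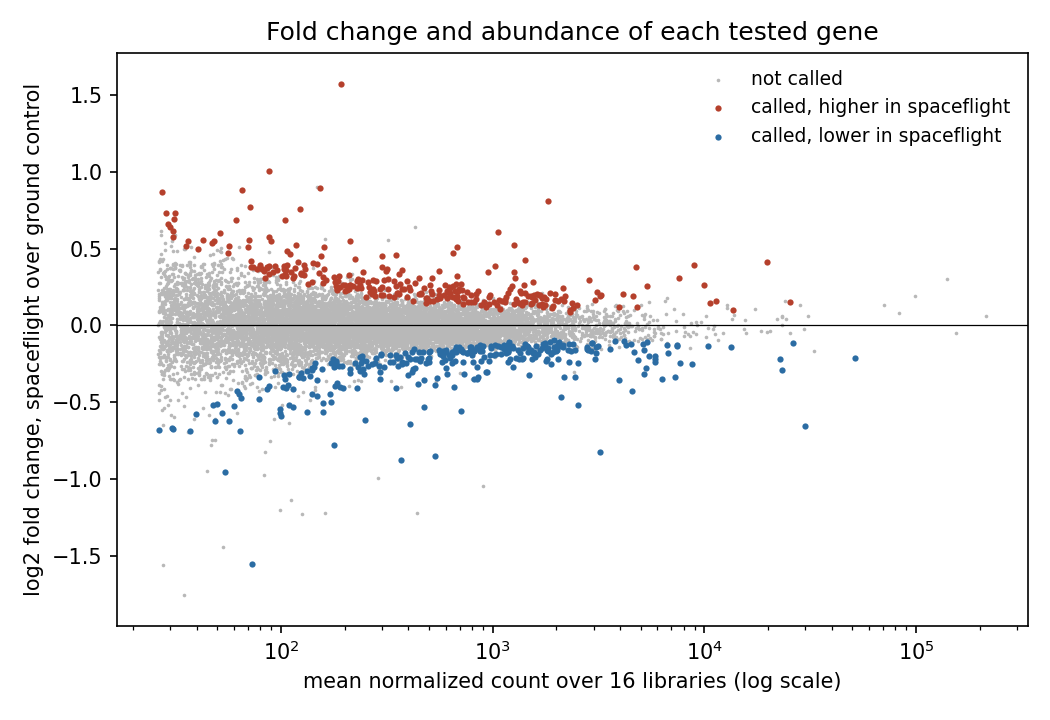
Log2 fold-change of spaceflight over ground control (vertical axis) against the mean normalized count over 16 libraries (horizontal axis, log scale), with a point for each of the 10669 tested genes. Genes past the authors' threshold are coloured by direction, and Irf7 is the highest point.

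**Figure D2:**
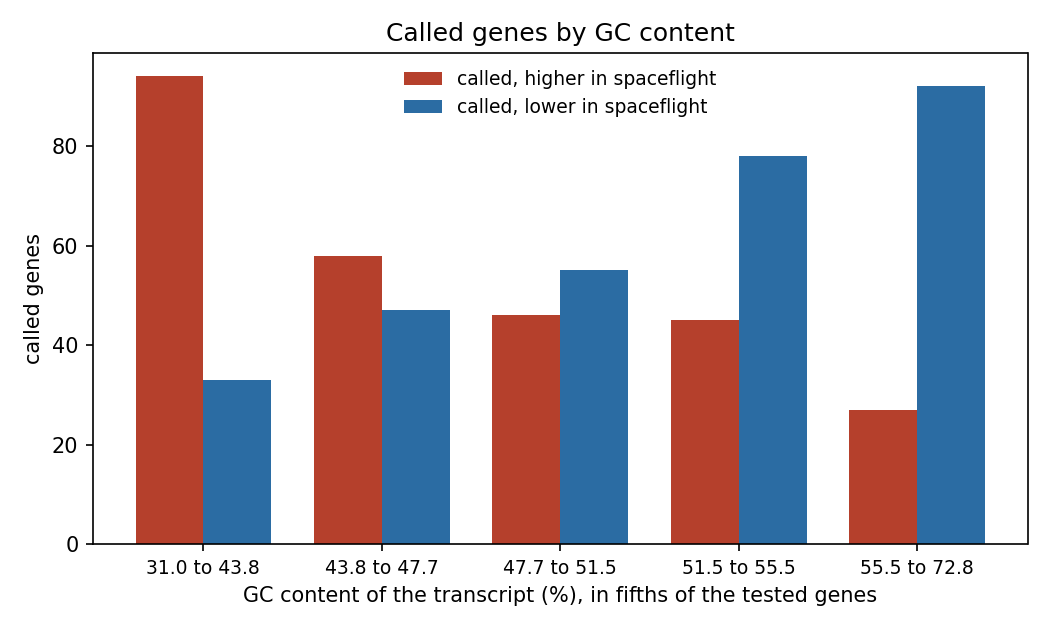
Number of DEGs higher and lower in spaceflight (vertical axis) in 5 groups of tested genes of equal size, ordered by transcript GC content in percent (horizontal axis). From the group with the lowest to that with the highest GC content, the genes higher in spaceflight go from 94 to 27, and those lower in spaceflight from 33 to 92.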

**Figure 1:**
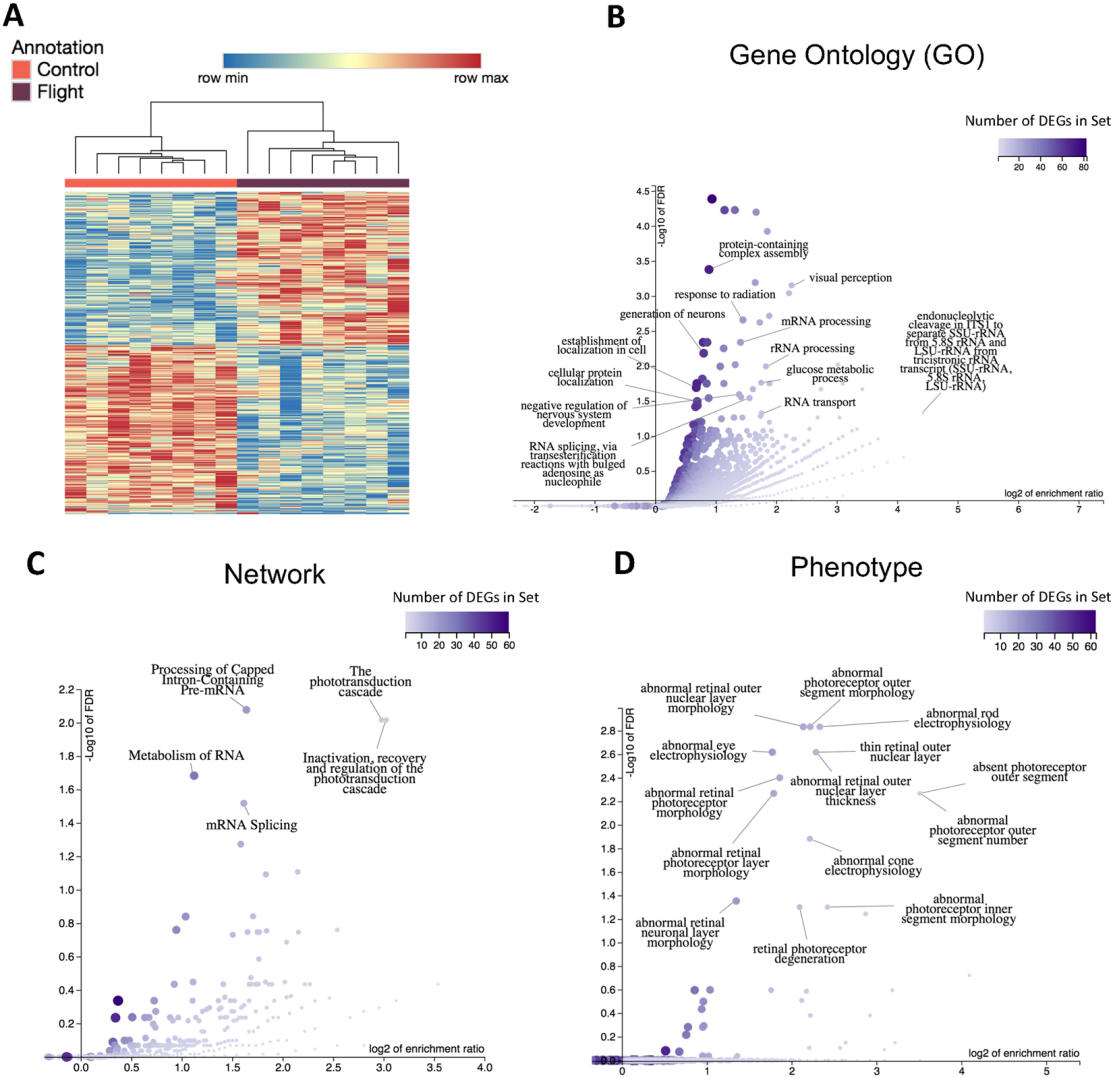
DEG clustering and functions between spaceflight and control mice. (**A**) Hierarchical clustering of the 600 DEGs between spaceflight and control mice using an adjusted p-value threshold of 0.1. The spaceflight group had 286 upregulated genes and 314 downregulated genes compared to the ground control; **(B)** Enriched gene ontology (GO) biological process categories for DEGs. The affinity propagation option from WebGestalt was applied to the select representative display categories; **(C)** Enriched networks among DEGs from the Reactome database; **(D)** Enriched phenotypes impacted by the DEGs from the Mammalian Phenotype Ontology; **(B**–**D)** Overrepresented categories were found relating to ocular function (GO categories: ‘visual perception’, ‘response to light stimulus’, ‘sensory perception of light stimulus’, ‘retina development in camera-type eye’; Pathways: ‘the phototransduction cascade’ ‘inactivation, recovery and regulation of the phototransduction cascade’; Phenotype: electrophysiology, morphology, and degeneration of the retina, rods, and cones), various RNA processing, splicing, and metabolism functions (GO categories: ‘RNA processing’, ‘rRNA processing’, ‘mRNA processing’, ‘RNA splicing’, via transesterification reactions’, ‘mRNA splicing, via spliceosome’, ‘rRNA metabolic process’, ‘ncRNA metabolic process’, ‘mRNA metabolic process’, ‘RNA transport’), and direct responses to the physical pressures of spaceflight (GO categories: ‘response to abiotic stimulus’, ‘response to radiation’, ‘cellular response to stress’).

An overrepresentation analysis (ORA) of gene ontology (GO), pathway, and phenotypic categories was performed on the DEGs using WebGestalt^12^. From this analysis, 46 GO, 5 pathway, and 14 phenotypic categories were found with a false discovery rate (FDR) of less than 0.05 (Fig. 1B–D, Sup. Table 2). Included in the overrepresented categories are categories related to ocular function (GO categories: ‘visual perception’, ‘response to light stimulus’, ‘sensory perception of light stimulus’, ‘retina development in camera-type eye’; Pathways: ‘the phototransduction cascade’ ‘inactivation, recovery and regulation of the phototransduction cascade’; Phenotype: electrophysiology, morphology, and degeneration of the retina, rods, and cones), various RNA processing, splicing, and metabolism functions (GO categories: ‘RNA processing’, ‘rRNA processing’, ‘mRNA processing’, ‘RNA splicing’, via transesterification reactions’, ‘mRNA splicing, via spliceosome’, ‘rRNA metabolic process’, ‘ncRNA metabolic process’, ‘mRNA metabolic process’, ‘RNA transport’), and direct responses to the physical pressures of spaceflight (GO categories: ‘response to abiotic stimulus’, ‘response to radiation’, ‘cellular response to stress’).

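Sup. Table 2 lists the DEGs of each category in full for 61 of the 65 categories, and 303 DEGs are in at least 1 of these lists. The ocular categories hold 52 different DEGs, of which 22 were higher and 30 lower in spaceflight, with a median size of the change, in either direction, of 0.21 on the log2 scale. The stress categories hold 84 DEGs, 46 higher and 38 lower. Neither share differed from that of the remaining DEGs (two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 groups of categories, adjusted p = 0.563 and 0.292). The neuron development categories hold 66 DEGs, 19 higher and 47 lower (adjusted p = 0.00643, Fisher's exact test). These counts are those of the single category neurogenesis, which had an adjusted p-value of 0.0592 over the 61 single categories in Fisher's exact test. The plan made before the counts were opened named only the ocular, RNA processing and stress groups, for description. Of the 61 single categories, 0 had a share of higher and lower genes apart from the remaining DEGs at an adjusted p-value under 0.05 in the same Fisher's exact test, and 6 had an unadjusted p-value under 0.05. With the trend on GC content removed, 40 of the ocular and 60 of the stress DEGs stayed past the threshold. Categories share genes, and the full gene lists behind the overrepresentation test were not used here, so no enrichment was computed.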

Some genes were highly differentially expressed, but were not included in any of the GO category, pathway, or phenotype gene lists from the ORA (Sup. Fig. 1). *Drd4* was the most significantly differentially expressed gene and was upregulated in the spaceflight group (adjusted p-value: 4.31E-51; log2 fold-change: 0.812). 

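The authors' deposited table gives Drd4 a log2 fold-change of 0.81 with a standard error of 0.05. The 95% interval computed from these is 0.71 to 0.91, a rise of 75.6%. Drd4 is more abundant than 94.4% of tested genes, and its standard error is 1.15 times that of genes of like abundance. Its log2 fold-change was 0.85 after the trend on GC content and length was removed, and its adjusted p-value was at most 1.59e-29 in the alternatives that recomputed it. Among the tested genes that could be placed on the assembly GRCm38.p6, the nearest to Drd4 is Irf7, at rank 2 by adjusted p-value, which was also higher in spaceflight. The 2 annotated genes between them, Cdhr5 and Sct, had mean normalized counts of 0.0618 and 6.20. Of the 10 placed tested genes that flank the pair, 0 passed the authors' threshold in DESeq2, the smallest adjusted p-value being 0.432.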

*Drd4* is a dopamine receptor that control circadian rhythm in the mammalian retina^13^. Similarly, *Hist1h2bc* was not found in any categories of the ORA, but was upregulated in the spaceflight group (adjusted p-value: 1.66E-09; log2 fold-change: 0.526). 

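At rank 17 by adjusted p-value, Hist1h2bc had a log2 fold-change of 0.53 in the authors' deposited table. The 95% interval is 0.38 to 0.67, a rise of 44.0%. Its standard error was 1.58 times that of genes of like abundance. Hist1h2bc belongs to a family of near-identical H2B histone genes, and how the authors' counting divided reads among them was not analysed here. With the trend on GC content and length removed, the change was 0.47 (adjusted p = 1.12e-07, from the authors' standard error and Benjamini-Hochberg adjustment).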

*Hist1h2bc* has been previously shown to be upregulated in the aging retina^14^. Together, these genes support previous studies suggesting that spaceflight disrupts circadian rhythms and is a potential model for aging^15,16^.

### Genes associated with retinitis pigmentosa are differentially expressed in the space environment

We sought to determine whether any of the DEGs from the spaceflight samples were also differentially expressed in common retinal diseases. We compiled a list of disease-associated genes for the following retinal diseases: retinitis pigmentosa, diabetic retinopathy, age-related macular degeneration, and retinal detachment. Human disease-associated gene lists were found using the DisGeNET database^17^. Genes in the DisGeNET database were filtered by their gene-disease association score (GDA). Only genes with a GDA greater than 0.2 were included in the analysis. This included disease-associated genes from expertly curated and animal model databases, but excluded disease-associated genes from inferences and text-mining databases. Disease-associated genes were converted to their mouse ortholog using the Mouse Genome Informatics database^18^. Genes that did not pass the DESeq2 threshold for the number of mean counts (i.e., they had an adjusted p-value equal to ‘NA’), were filtered out from the analysis.

Present in the DisGeNet database were 75 genes associated with the disease retinitis pigmentosa, 14 genes with diabetic retinopathy, 8 genes with age-related macular degeneration, and 5 genes with retinal detachment (Sup. Table 3). 

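The lists of Sup. Table 3 hold 93, 26, 21 and 10 entries in the same order before the filter on adjusted p-values. The retained genes differ in abundance between the lists, which sets how small a change can be seen. The median gene is more abundant than 89.5% of tested genes in the retinitis pigmentosa list, 25.7% in the diabetic retinopathy list, 79.1% in the age-related macular degeneration list and 43.0% in the retinal detachment list. The median standard errors are 0.05, 0.16, 0.15 and 0.10 on the log2 scale. If DEGs were spread evenly over tested genes, the lists would hold 4.22, 0.787, 0.450 and 0.281 of them.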

Most of the disease-associated genes were unique to a single retinal disease, with the exception of *Abca4*, *Nmnat1*, *Casp3*, and *Crb1*, which were each shared across two diseases (Fig. 2A). None of the disease-associated genes that were shared across multiple diseases were differentially expressed in spaceflight.

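The 95% intervals of the log2 fold-changes were -0.18 to -0.01 for Abca4, -0.23 to 0.46 for Nmnat1 and -0.11 to 0.09 for Crb1. The count of 0 DEGs among these 3 genes comes from DESeq2 in the authors' deposited table, and 1 of them, Abca4, had an unadjusted p-value under 0.05 (p = 0.0298). The mean normalized count of Nmnat1 was 33.2, and its interval is the widest of the 3.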

**Figure 2:**
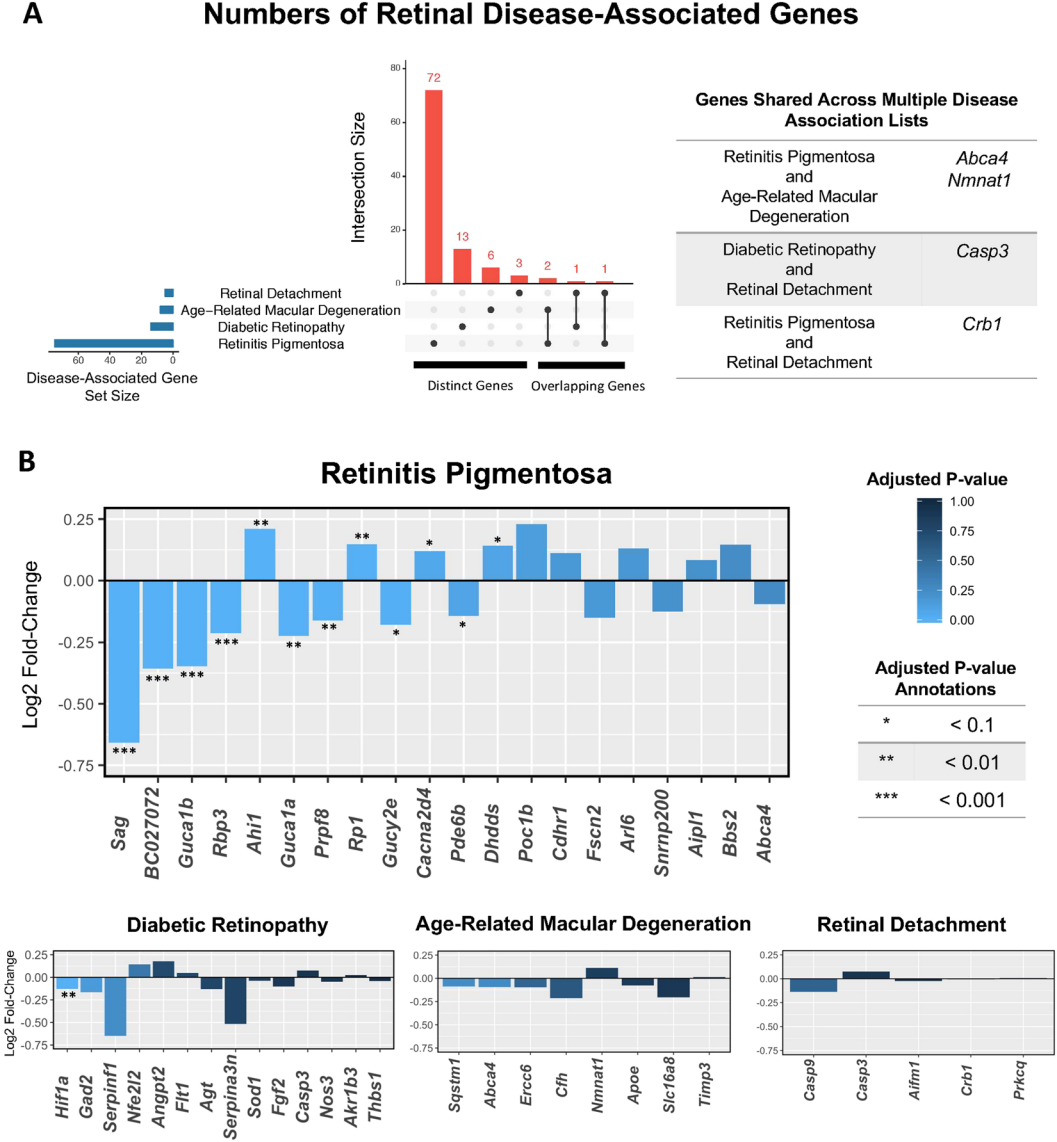
Retinal disease-associated gene expression. (**A**) UpSet diagram showing the number of genes in each disease set from DisGeNet. Genes that are distinct to each set are in the first four columns. Genes shared among sets are in the last three columns; **(B)** Log2 fold-change values of disease-associated genes. Genes are plotted from left to right in order of adjusted p-value. Bars are colored by the magnitude of the adjusted p-value. Adjusted p-values are further annotated based on their order of magnitude. The plot for retinitis pigmentosa displays the top 20 most significant genes based on adjusted p-value. All other diseases are displaying all of their associated genes.

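The DEGs of the retinitis pigmentosa list were 4 genes higher in spaceflight (Ahi1, Rp1, Cacna2d4 and Dhdds) and 8 lower (Sag, BC027072, Guca1b, Rbp3, Guca1a, Prpf8, Gucy2e and Pde6b). Their log2 fold-changes ran from -0.66 for Sag to 0.21 for Ahi1, and 3 of them changed by at least 1.2-fold. The 95% interval of Sag, which had the smallest adjusted p-value of the genes lower in spaceflight, was -0.77 to -0.55, a fall to 0.634 of the ground control level. Adjusted over the list alone, 18 genes were under 0.1, against 12 adjusted over all tested genes. The list held more DEGs than its size among tested genes gives (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 4 disease lists, adjusted p = 0.00360). Abundant genes pass the threshold more often, and 11 of these DEGs had a mean normalized count above 1000. In 10000 random lists of tested genes matched on mean normalized count, the mean number of DEGs was 8.27, and a share of 0.115 of the lists held as many as the retinitis pigmentosa list or more. Such lists can hold other abundant retinal genes that responded, so they do not separate abundance from a response of the disease genes. The list as a whole was not shifted (median log2 fold-change -0.0016, adjusted p = 0.393 over the 4 disease lists, limma's camera test on the Wald statistics). The count was 9 at an adjusted p-value of 0.05. The calls of Cacna2d4, Pde6b and Dhdds were lost at that threshold, and that of Pde6b also with the trend on GC content removed.

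**Figure D3:**
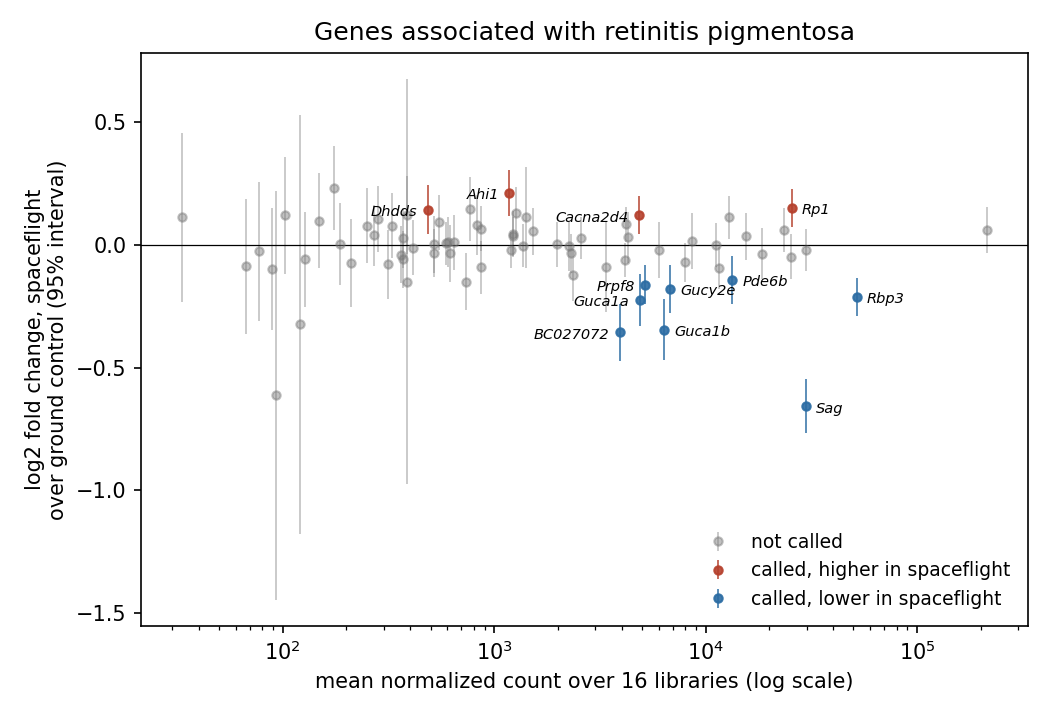
Log2 fold-change with 95% interval (vertical axis) against mean normalized count over 16 libraries (horizontal axis, log scale) for the 75 tested genes of the retinitis pigmentosa list. The DEGs are named and coloured by direction, and 11 of them lie above a mean normalized count of 1000.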

Of the 75 genes associated with retinitis pigmentosa, 12 were differentially expressed during spaceflight (*Sag, BC027072/Pcare, Guca1b, Rbp3, Ahi1, Guca1a, Prpf8, Rp1, Gucy2e, Cacna2d4, Pde6b, Dhdds*), the most of any of the four retinal diseases examined. 

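In the diabetic retinopathy list the gene past the threshold was Hif1a, which is more abundant than 99.4% of tested genes, and its expression fell by 8.58%. Adjusted over the list alone, 2 genes were under 0.1. Among abundance-matched random lists, a share of 0.596 held at least 1 DEG.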

Diabetic retinopathy had one disease-associated gene that was differentially expressed during spaceflight (*Hif1a*). 

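In DESeq2, as given in the authors' deposited table, 0 genes of the age-related macular degeneration list and 0 of the retinal detachment list were under an adjusted p-value of 0.1. Adjusted over the list alone, the counts were also 0 and 0. At an unadjusted p-value under 0.05 there were 2 genes (Abca4 and Sqstm1) in the first list and 0 in the second. The median gene of the first list had a 95% interval that reached a log2 change of 0.40 at its far end, and that of the second 0.30.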

Age-related macular degeneration and retinal detachment disease-associated genes were not differentially expressed during spaceflight (Fig. 2B).

### Differentially expressed transcription factors hint that spaceflight changes chromatin organization

DEGs reported in Fig. 1A were filtered by their PANTHER protein class in order to find differentially expressed transcription factors (DETFs)^19^. 

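The number of transcription factors past the threshold, taken from the names in Fig. 3A, was 29 at an adjusted p-value of 0.1 and 11 at 0.01. Of them 14 were higher in spaceflight, up to Irf7, and 15 lower, down to Kdm4c. The median size of the change was 0.25 on the log2 scale. With the trend on GC content and length removed, 23 stayed past the threshold, and Atf5, Ing2, Jmjd1c, Nfyb, Mnt and Zfp651 did not.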

Out of the 600 DEGs, 29 are DETFs. Hierarchical clustering was performed on the DETFs according to their expression values. Mice clustered according to their inclusion in the ground control or spaceflight group (Fig. 3A). Eight of the DETFs are necessary for development and maintenance of the retina and other structures of the eye: *Mafg*, *Isl1*, *Atf5*, *Kdm6b*, *Hmgb3*, *Prox1*, *Casz1* and *Hif1a*^20–27^. 

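Of these genes, 4 were higher in spaceflight (Mafg, Isl1, Kdm6b and Casz1) and 4 lower (Atf5, Hmgb3, Prox1 and Hif1a). Hmgb3 had the smallest adjusted p-value of them, with a 95% interval of the log2 fold-change from -0.67 to -0.33. The widest interval was that of Atf5, -0.95 to -0.20, at a mean normalized count of 39.8. The interval of Isl1 was 0.11 to 0.35, and that of Casz1 was 0.09 to 0.33. At an adjusted p-value of 0.05, 6 of them stayed past the threshold, without Mafg and Atf5.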

Of special interest are *Cazs1* and *Hif1a*. *Cazs1* is a heterochromatin regulator that acts in a splice-variant specific manner^24^ and *Hif1a* inactivation has been shown to significantly mitigate photoreceptor degeneration in a chronic hypoxia-like stress model^25^.

**Figure 3:**
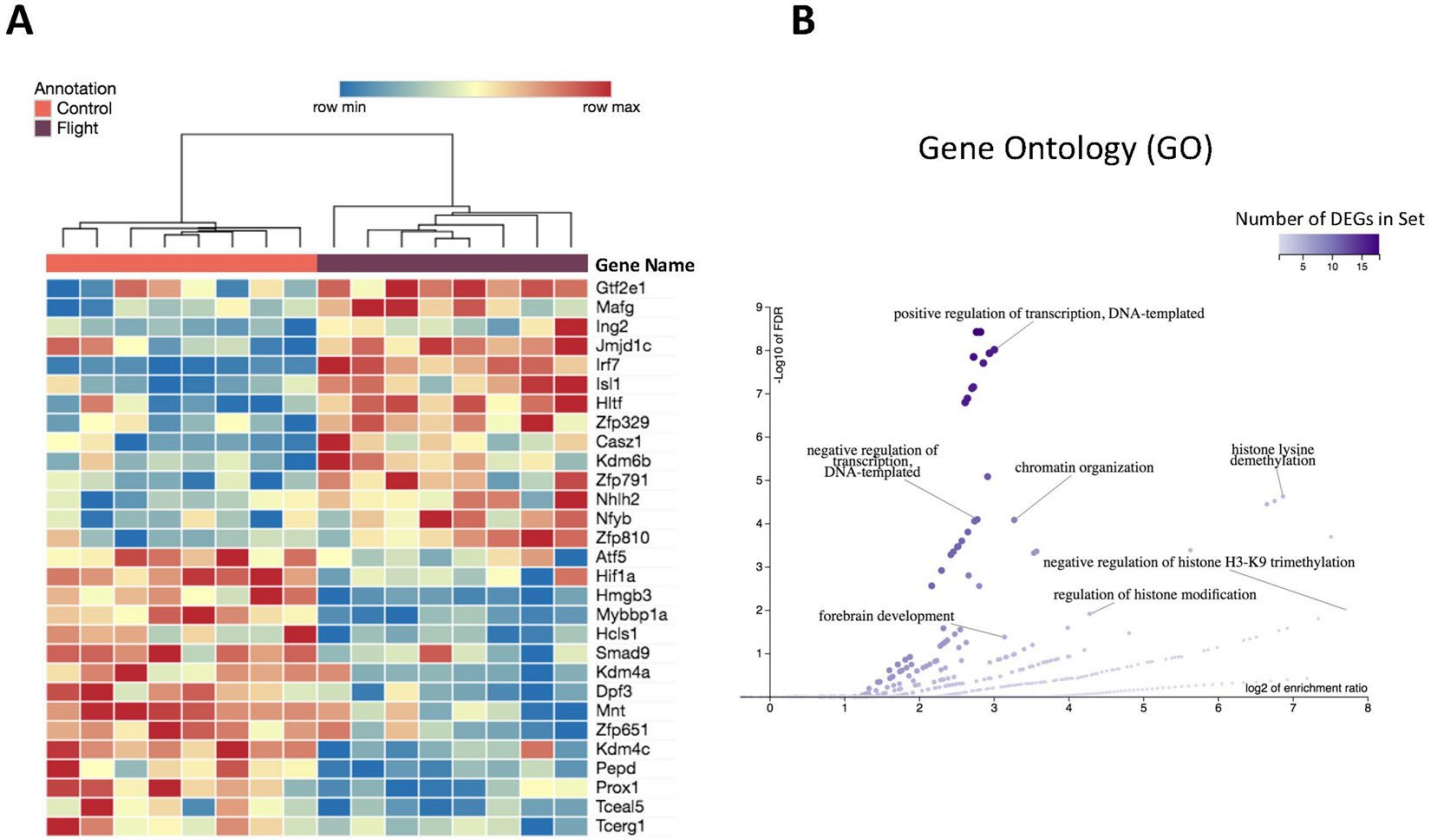
Transcription factor clustering and functions between spaceflight and control mice. (**A**) Hierarchical clustering of the 29 DETFs between spaceflight and ground control mice; **(B)** Enriched gene ontology (GO) biological process categories for DETFs.

An overrepresentation analysis (ORA) of gene ontology (GO) terms was performed on the DETFs. 47 GO categories were found with an FDR of less than 0.05 (Sup. Table 4). The affinity propagation filter from WebGestalt was applied in order to find a reduced number of GO terms that are representative of all GO enrichment results. We found enrichment of GO categories related to DNA transcription (‘positive regulation of transcription’, DNA-templated, ‘negative regulation of transcription, DNA-templated’), further affirming the role of these genes as transcription factors. Additionally, there were enriched GO categories relating to chromatin organization, including regulation of histone modification, histone lysine demethylation, negative regulation of histone H3K9 trimethylation (Fig. 3B). 

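Among the histone lysine demethylases, the authors' deposited table gives Kdm4a a log2 fold-change of -0.26 (adjusted p = 0.0150, DESeq2), and its 95% interval is -0.41 to -0.12. Kdm4c was lower in spaceflight as well, with an interval of -0.97 to -0.41, at a mean normalized count of 64.0. Kdm6b was higher, with an interval of 0.07 to 0.27. Kdm4b did not pass the threshold, with an interval of -0.03 to 0.16 and an adjusted p-value of 0.581 in the authors' deposited table. In Sup. Table 4, Kdm4a is listed in 36 of the 47 categories, Kdm4c in 34, Kdm6b in 23 and Kdm4b in 0.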

The genes in these GO categories include *Kdm4a, Kdm4b, and Kdm6b*, which are known regulators of lysine methylation. *Kdm4a* and *Kdm4b* are regulators of H3K9me2/me3^28^, which is a regulator of constitutive heterochromatin and an indicator for the presence of constitutive heterochromatin. *Kdm6b* is a regulator of H3K27me2/me3^28^ and is primarily responsible for the silencing of gene expression.

### The space environment decreases the thickness of retinal tissue and increases oxidative stress and cone photoreceptor damage

Micro-computed tomography (MicroCT) images were generated in order to characterize global ocular morphology and to measure the thickness of the retina and surrounding tissues for ground control and spaceflight mice (Fig. 4A). Total retina, retinal pigment epithelium (RPE), and choroid layers of the eye decreased significantly in thickness (p < 0.05) during spaceflight (Fig. 4B). Additionally, choroid deformation and folds were noticed in spaceflight mice (Fig. 4C).

**Figure 4:**
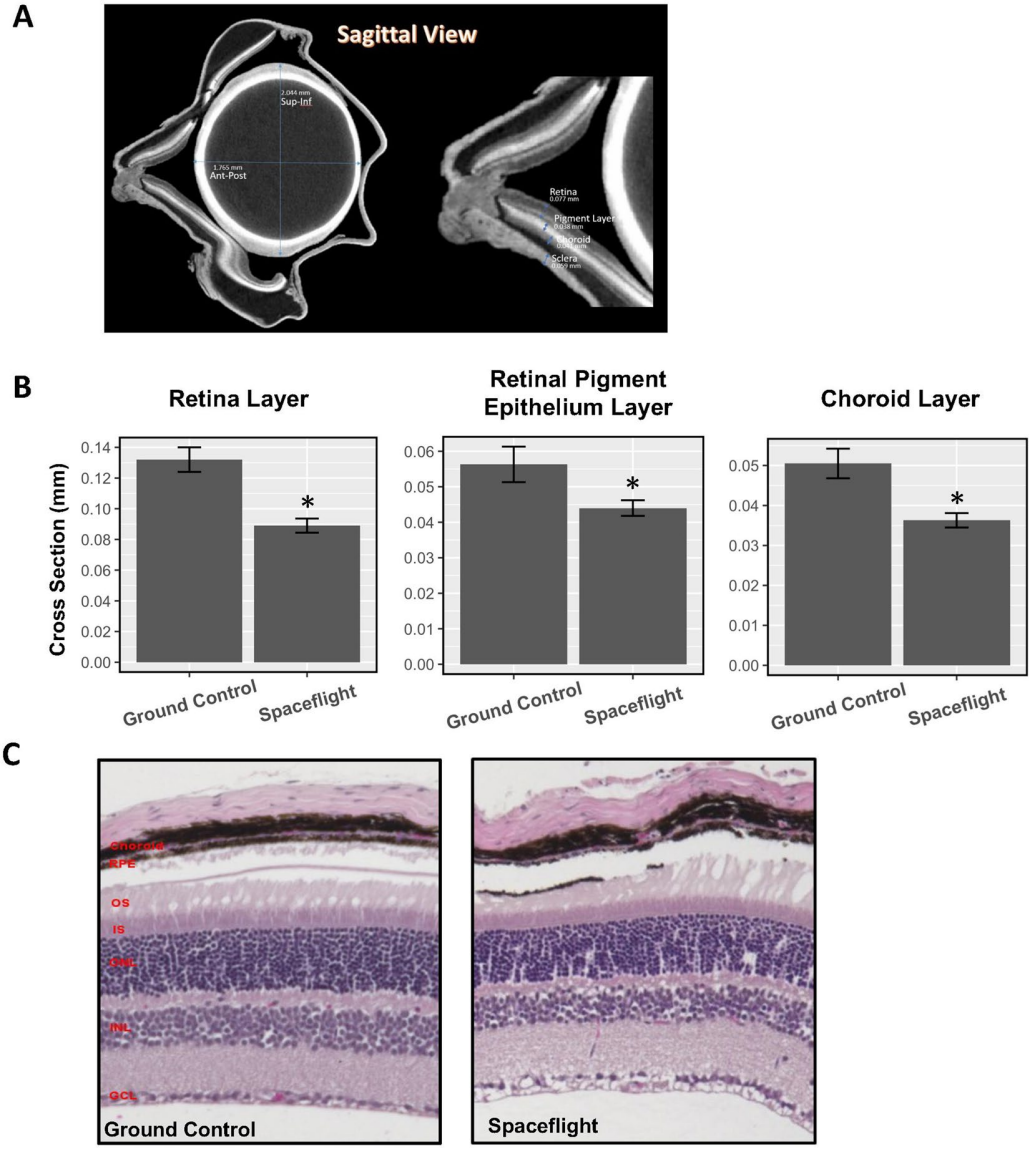
Spaceflight decreases the thickness of multiple layers of the eye. (**A**) Sagittal view of a ground control mouse. Layers of the eye on the right side of the image are annotated, from top-to-bottom, retina (0.077 mm), retina pigment layer (RPE, 0.038 mm), choroid (0.041 mm), sclera (0.059 mm); **(B)** Average thickness of the retinal layer, RPE layer, and the choroid layer measured by MicroCT in the spaceflight and control groups. Counts were averaged across five retinas per group. Values were represented as mean thickness + standard error (SEM). SEM of the mean is marked with error bars. Significantly lower in cross section thickness in the spaceflight group compared to the ground control group is denoted ‘*’ (p < 0.05). **(C)** Cross sections of the retina from control and spaceflight mice. GCL: ganglion cell layer; INL: inner nuclear layer; ONL: outer nuclear layer; IS: inner segment; OS: outer segment, RPE: pigment epithelium layer.

Immunofluorescence staining with peanut agglutinin (PNA), a specific marker for cone photoreceptors, was performed in order to view cone photoreceptors in the eye. Cone photoreceptors show signs of degradation during spaceflight (Fig. 5A). Our quantitative assessment (Fig. 5B) revealed a strong trend decrease in density of cones in the spaceflight mice (950 counts/mm^2^) compared to ground control group that had an average of 1199 counts/mm^2^ (p = 0.06).

**Figure 5:**
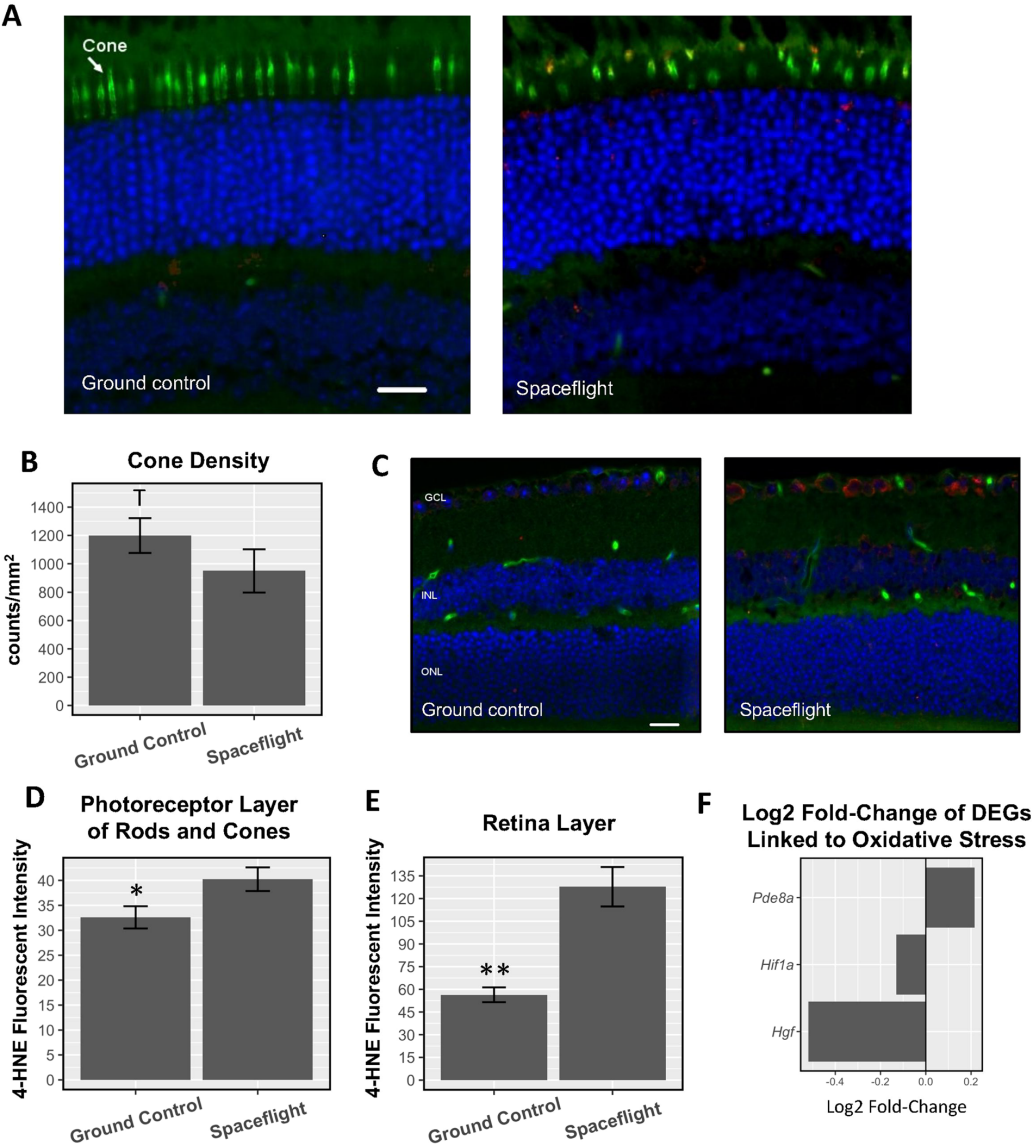
Spaceflight causes photoreceptor degradation and oxidative stress. (**A)** Immunofluorescence staining for PNA, a marker for cone photoreceptors (green), and HNE, a marker for oxidative stress (red), in the photoreceptor layer. The nuclei were counterstained with DAPI (blue); Scale bar = 50 mm. **(B)** Cell density for PNA–positive cone photoreceptors; (**C**) Immunofluorescence staining for HNE (red) in the retina layer. Scale bar = 50 µm; **(D)** Fluorescent intensity of the HNE marker in the photoreceptor layer of rods and cones (arrow); **(E)** Fluorescent intensity of the HNE marker across the retina; **(F)** Log2 fold-change of DEGs under the GO category “negative regulation of oxidative stress-induced cell death”; (**B**,**D**,**E**) Counts were averaged across five retinas per group. Values are represented as mean density ± SEM. Significance values of the spaceflight group compared to ground controls are denoted with ‘*’ (p < 0.05), ‘**’ (p < 0.01), and ‘T’ (strong trend differences between spaceflight and ground controls; p = 0.06).

The occurrence of lipid peroxidation was evaluated with antibody against 4-hydroxynonenal (4-HNE), which is an indicative marker of oxidative damage to the retina. Increased 4-HNE staining was seen in cone photoreceptors, retinal inner nuclear layer (INL), and ganglion cell layer (GCL) after spaceflight compared to ground controls (Fig. 5C). As shown in Fig. 5D, the fluorescent intensity profiles in the photoreceptor cones which reflects endogenous level of HNE, was also significantly increased (p < 0.05) in the spaceflight group compared to the ground controls. Fluorescent intensity from the HNE marker was also significantly increased in the GCL/INL of the spaceflight group for the retina (p < 0.01) (Fig. 5E). Our RNA-seq experiment identified three DEGs - *Pde8a, Hif1a, Hgf* - that are part of the GO Biological Process category for ‘negative regulation of oxidative stress-induced cell death’ (GO:1903202) (Fig. 5F). 

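The 95% intervals of the log2 fold-changes were 0.11 to 0.32 for Pde8a, -0.20 to -0.06 for Hif1a and -0.89 to -0.15 for Hgf. Pde8a rose by 16.1%, while Hif1a and Hgf were at 0.914 and 0.697 of the ground control level. Hgf was the least abundant of them, above 10.3% of tested genes, and is at rank 592 by adjusted p-value. With the Benjamini-Hochberg adjustment over all 19668 genes with a p-value, the adjusted p-value of Hgf was 0.169. A list of 19 oxidative stress response genes, written, like the other marker lists, before the data were examined, had 17 tested genes. Of these, 0 passed the authors' threshold in DESeq2, 0 when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05. The list was not shifted (median log2 fold-change -0.04, adjusted p = 0.395 over 15 lists, limma's camera test).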

*Pde8a* is a member of the phosphodiesterase family. Phosphodiesterase specific member inhibition has been previously shown to attenuates oxidative stress in diverse tissues^29–32^. *Hif1a* was shown to protect against oxidative stress directly at the mitochondria^33^, but the effects of this gene were shown to be highly contextual in the presence of reactive oxygen species^34^. *Hgf* activates an antioxidant signaling pathway that culminates in increased levels of nitric oxide and the activity of antioxidant enzymes regulated by this molecule^35,36^. Taken together, the upregulation of *Pde8a* and the downregulation of the *Hif1a* and *Hgf* are linked to the development of increased oxidative stress in the retina.

## Discussion

We have found a distinct gene expression signature in the retina of mice exposed to the spaceflight environment compared with the ground control. This signature is enriched for genes related to visual perception, the phototransduction pathway, and numerous retina and photoreceptor phenotype categories. 

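The list of 18 rod photoreceptor genes had 16 tested genes. Of these, 5 were DEGs, 2 higher and 3 lower in spaceflight, the largest rise being that of Rcvrn, with a log2 fold-change of 0.26. Adjusted over the list alone, the number was also 5. The median rod gene is more abundant than 99.7% of tested genes, and a share of 0.173 of matched random lists held as many DEGs. At this abundance the matched genes can include other photoreceptor genes, so the share does not exclude a response of rod genes. Of 11 tested cone photoreceptor genes, 1 was a DEG, Arr3, lower in spaceflight with a log2 fold-change of -0.31 in the authors' deposited table, and 1 was under 0.1 when adjusted over the list alone. Neither list passed the threshold as a whole (adjusted p = 0.395 for rods and 0.847 for cones, limma's camera test). The median log2 fold-change of the rod genes was -0.0027 and that of the cone genes 0.07, with the mean Wald statistic at -0.522 and 0.0342. Of the cone genes 8 were higher and 3 lower. Their median lay at percentile 98.7 of matched random lists, that of the rod genes at 78.3. In the median, standard errors of the cone genes exceeded those of genes of like abundance, and that of Opn1sw was 3.88 times theirs. Matching was on mean normalized count alone, so this percentile does not show a rise of cone genes. Arr3, which was lower, was the only cone gene with an unadjusted p-value under 0.05. With ranks of the Wald statistics, an alternative chosen after seeing the data, the cone list had an adjusted p-value of 0.421 (limma's camera test). The paper draws the enrichment of its signature from an overrepresentation analysis of the DEGs, which takes each gene past the threshold alike, whatever its direction or size.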

Other studies have also shown changes of gene expression involved in cell structure, growth, migration and adhesion in the retinal cells exposed to simulated microgravity^37,38^. Less anticipated was the overrepresentation of genes related to RNA processing, metabolism, and transport pathways for the first time described as relevant for spaceflight in mammals. 

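The RNA processing categories of Sup. Table 2 hold 70 different DEGs, 27 higher and 43 lower in spaceflight, with a median size of the change, whatever its direction, of 0.19 on the log2 scale. This share did not differ from that of the remaining DEGs (two-sided Fisher's exact test adjusted over 6 groups of categories, adjusted p = 0.253). Within them, the rRNA and ncRNA categories, a group outside the plan, hold 31 DEGs, 8 higher and 23 lower (adjusted p = 0.0462, Fisher's exact test). The splicing categories hold 25 DEGs, 13 higher and 12 lower (adjusted p = 0.687 in the same exact test). The median GC content was 53.0% in the rRNA and ncRNA group and 47.5% in the splicing group. With the trend on GC content and length removed, 42 of the 70 DEGs stayed past the threshold. At an adjusted p-value of 0.01, 19 of them remained.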

A recent study in *Arabidopsis thaliana* has discovered mRNA isoforms created by alternative splicing that are unique to their spaceflight exposed samples^39^. Our results indicate that in addition to *Arabidopsis thaliana*, there may be splice isoform alterations in mammals during spaceflight as well that should be explored in future work and included in the risk assessment for long duration space missions.

Differential RNA splicing has also been implicated as a potential disease-causing mechanism for retinitis pigmentosa. Mutations in the gene *Rho*, which creates a protein that composes rod photoreceptors and is essential for vision in low-light conditions, can alter its splice isoforms. These alternate isoforms lead to the construction of abnormal RHO proteins and trigger the pathology of retinitis pigmentosa^40^. Additionally, proper alternative splicing of *Nxnl1* from rod photoreceptors and other ocular cell types has been associated with cone photoreceptor maintenance^41,42^. Disruption of these splice isoforms can reduce the density of cone photoreceptors and the thickness of the outer nuclear layer of the retina^43^. Overall, our results indicate that the space environment might create unique epigenetic events and differential RNA splicing, in addition to the altered gene expression profile reported. Future studies should address which genes are alternatively spliced to understand potential changes in protein structure and find further associations with retinal diseases. Furthermore, mouse models for retinitis pigmentosa are available. Determining which mouse model is most similar to mice exposed to the space environment will help determine the appropriate model to perform Earth-analog experiments. Finding an appropriate Earth-based analog will accelerate the speed of research dedicated to finding a countermeasure for the retinal damage caused by spaceflight.

Several transcription factors were identified as necessary for development and maintenance of the retina and other structures of the eye^20^. Although eight of the DETFs are known for their importance for the retinal development and maintenance in Earth conditions, 21 of the DETFs have no reports in the literature linking them to the eye tissue. From the DETF overrepresentation analysis, transcription factors were identified that are known to influence chromatin architecture. Changes in chromatin architecture indicate that the cause for changes in retinal structure observed during spaceflight is more complex than solely alterations in RNA processing. The overrepresentation analysis showed enrichment of transcriptional regulators for H3K9 demethylation, which is a marker for constitutive heterochromatin. Demethylation of H3K9 can result in the unraveling of this heterochromatin, which can then influence the accessibility of genes and regulatory elements in the genome^44^. This can further drive changes in gene expression and either create abnormal and potentially harmful cellular behavior or act as a compensatory mechanism to mitigate damage the retinal tissue has experienced from spaceflight. The connections between chromatin reorganization as a disease-causing or disease-mitigating mechanism during spaceflight has not yet been explored. Determining the locations of chromatin reorganization could provide insight to these questions. Furthermore, the literature does not report any of the DETFs directly related to retinitis pigmentosa, which could indicate that these genes, although not yet described, could have a role in retinitis pigmentosa or that they are part of spaceflight specific expression network that can be explored as biomarkers and/or drug targets.

Compensatory mechanisms to mitigate cellular damage have been observed in response to oxidative stress. Our immunostaining for marker 4-HNE showed evidence of oxidative stress within the retina. Evidence of a response to this oxidative stress was also observed in the gene expression data. The gene *Bnip3* was differentially expressed, showing upregulation during spaceflight (adjusted p-value: 2.94E-03; log2 fold-change: 0.309). 

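The 95% interval of the log2 fold-change of Bnip3 is 0.16 to 0.46, a rise of 23.9%, and its standard error is 1.56 times that of genes of like abundance. Bnip3 also belongs to a list of 18 hypoxia and glycolysis genes, of which 14 were tested, 8 higher in spaceflight and 6 lower. Of these, 6 were DEGs higher in spaceflight, and Hif1a was the DEG that was lower. Adjusted over the list alone, the number under 0.1 was also 7. The list was shifted upward (median log2 fold-change 0.10, adjusted p = 0.00569 over 15 lists, limma's camera test), and a share of 6e-04 of matched random lists held as many DEGs. The adjusted p-value was 0.171 when the Wald statistics were replaced by their ranks, an alternative chosen after seeing the data. Without Bnip3 and Hif1a, which the study picked from these libraries, 12 genes were left, of which 5 were DEGs.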

*Bnip3* is known for its role in removing misfolded proteins from the cell^45^. Misfolded proteins can occur as a result of oxidative stress. Also upregulated in the spaceflight data are heat shock genes *Hsp90aa1*, *Hsp90b1*, and *Hspa4l* which can assist correct protein folding and are known to protect against oxidative stress^46,47^. 

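The 95% intervals of the log2 fold-changes were 0.34 to 0.49 for Hsp90aa1, 0.18 to 0.33 for Hsp90b1 and 0.05 to 0.21 for Hspa4l, which are rises of 33.2%, 19.4% and 9.59%. Hsp90aa1 is at rank 5 by adjusted p-value. The adjusted p-value of Hspa4l was 0.146 with the trend on GC content and length removed, past the threshold of 0.1 on the other side. A list of 20 heat shock and chaperone genes had 19 tested genes, of which 17 were higher in spaceflight. Of these, 5 were DEGs, the other two being Hspa8 and Chordc1, and adjusted over the list alone the number was 8. The median log2 fold-change of the list was 0.15, above all of the 10000 matched random lists. The list was shifted upward in limma's camera test with a preset correlation of 0.01 (adjusted p = 1.56e-10 over 15 lists). Neither fry nor an estimated correlation could be had without values per mouse. With the preset correlation at 0.05 the adjusted p-value was 1.22e-06, and with ranks 5.21e-04. Without the 3 genes above, which the study picked from these libraries, the median log2 fold-change of the remaining 16 was 0.11 and 2 of them were DEGs.

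**Figure D4:**
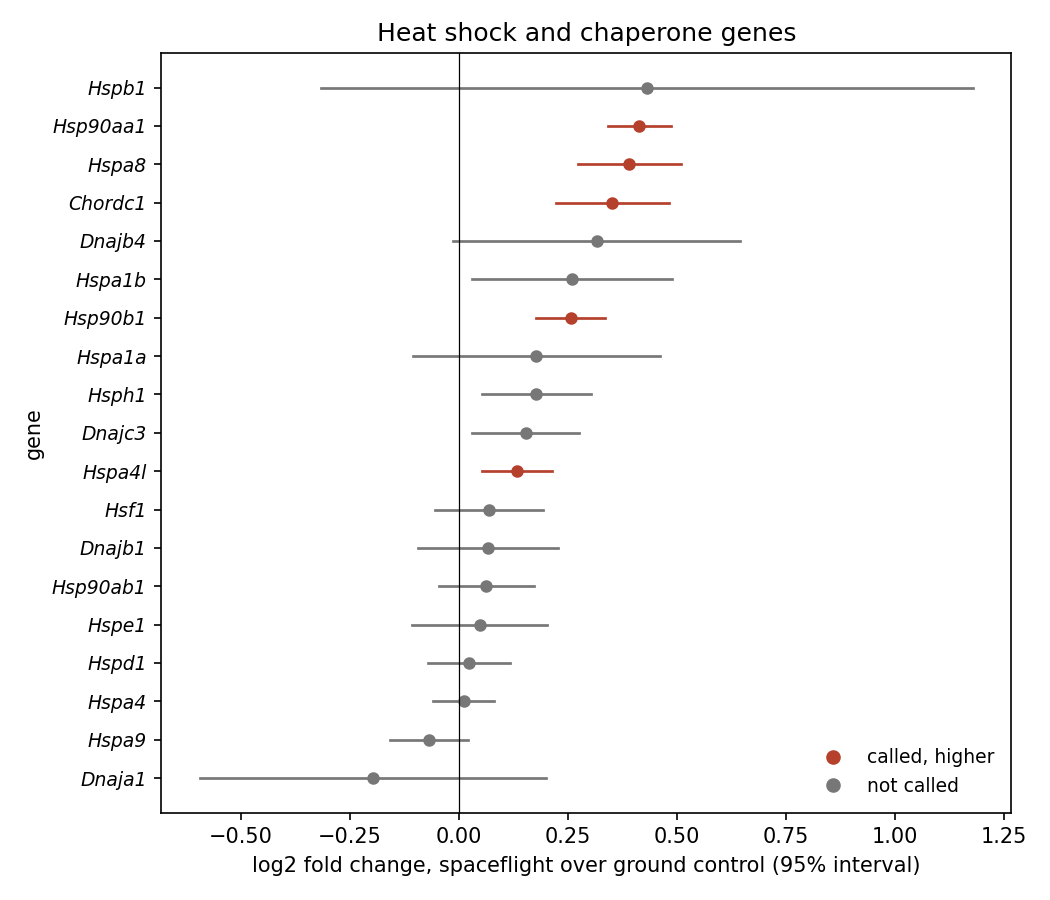
Log2 fold-change of spaceflight over ground control with 95% interval (horizontal axis) for each of the 19 tested heat shock and chaperone genes (vertical axis). DEGs are coloured, and 17 of the genes lie above 0.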

From this, we see evidence of a potential compensatory mechanism becoming activated in spaceflight in order to correct and mitigate cellular damage accumulating in retinal tissue. One consideration for long duration space missions are the compensatory mechanisms that are activated in the space environment. For long duration missions, it becomes imperative to evaluate for how long these compensatory mechanisms can be sustained and how to extend or amplify its beneficial effects. Additionally, the nearest Earth-analog disease that we identified, retinitis pigmentosa, has known links to oxidative stress and mitochondrial dysfunction. Although no cure is currently known, supplementation with certain minerals and vitamins, especially vitamin A, has been demonstrated to delay the disease progression^48^ and should be considered a possible countermeasure to spaceflight induced retinal damage.

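A list of 20 circadian clock genes had 18 tested genes, 9 higher and 9 lower in spaceflight. Clock genes can move in opposite directions, which a median (0.0029 on the log2 scale) or a test for a common direction (adjusted p = 0.338 over 15 lists, limma's camera test) does not show. The mean size of the Wald statistic, whatever its direction, lay at percentile 53.9 of matched random lists. The members differed beyond the standard errors of DESeq2 (chi-square test of Cochran's Q over the members, p = 8.81e-04), but not beyond standard errors widened by the central spread of the Wald statistics (p = 0.111). The median lay at percentile 64.7. The DEG among them was Per3, with a log2 fold-change of 0.21 in the authors' deposited table. Adjusted over the list alone, 2 genes were under 0.1, and 3 had an unadjusted p-value under 0.05. The list held a share of DEGs that 0.778 of matched random lists reached.

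**Figure D5:**
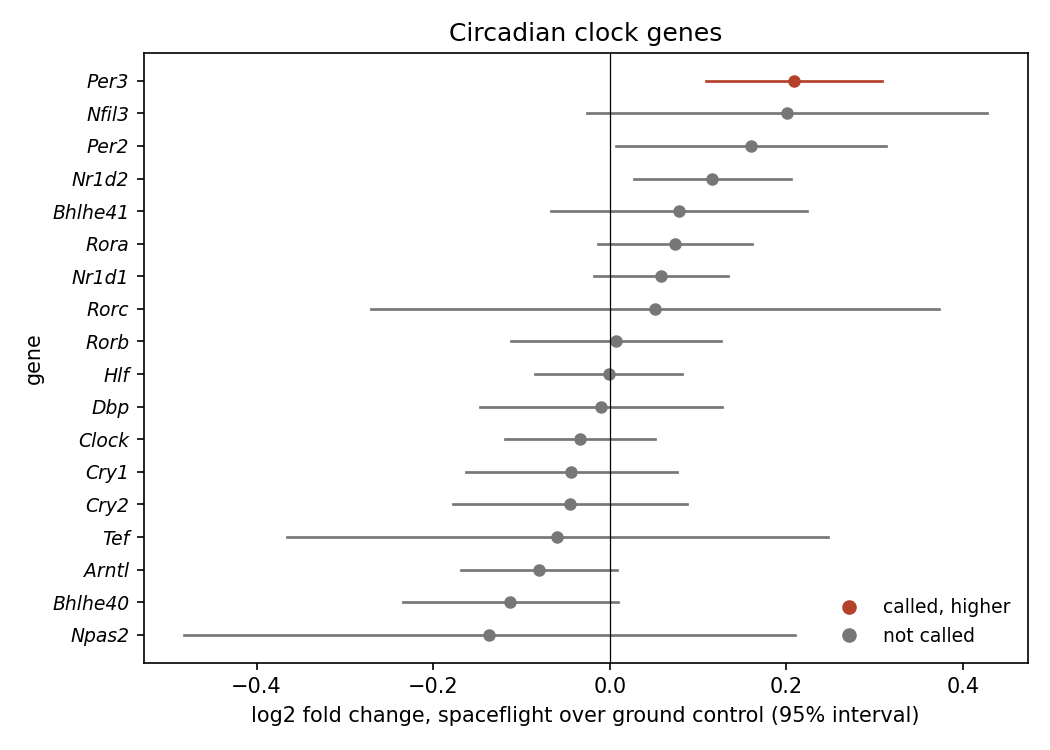
Log2 fold-change of spaceflight over ground control with 95% interval (horizontal axis) for each of the 18 tested circadian clock genes (vertical axis). Per3 is the coloured DEG, and 9 of the genes lie below 0.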

We also found evidence that the circadian rhythm of the retina was altered in spaceflight. The circadian rhythm regulates behavioral and physiological processes over a 24-hour period, principally controlled by day/night patterns. Disruptions in the circadian rhythm can lead to irregular sleep patterns, mood, and metabolism function, as well as the development of cancer^49^. The differentially expressed gene with the smallest adjusted p-value, *Drd4* (adjusted p-value: 4.31E-51; log2 fold-change: 0.812), is a dopamine receptor that has been associated with the circadian rhythm. Specifically, *Drd4* downregulates the gene *Adcy1*^13^, which was also found to be differentially expressed in this study (adjusted p-value: 1.45E-09; log2 fold-change: −0.427). 

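The 95% interval of the log2 fold-change of Adcy1 was -0.55 to -0.31, a fall to 0.744 of the ground control level. Adcy1 is at rank 16 by adjusted p-value and more abundant than 98.7% of tested genes. Its log2 fold-change was -0.38 with the trend on GC content and length removed. Expression of Drd4 and Adcy1 in the same mouse was not compared, since no values per mouse were used.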

*Adcy1* produces cyclic AMP, a signalling mechanism in numerous retinal functions, such as retinomotor movements, disc shedding, certain types of retinal degeneration, and apoptosis of photoreceptors^50–52^. Circadian rhythm genes are of special interest in the space environment, where day/night light signals are irregular. For example, astronauts aboard the ISS will experience up to 16 sunsets and sunrises a day^53^. However, the mice in our experiment were in constant 12-h light/dark cycle, which leads us to believe that events other than the light/dark cycle itself are driving the changes in the circadian rhythm.

Increased photoreceptor cone damage, reduced thickness of the retinal ONL, retinal INL, RPE, and choroid layers of the eye in the spaceflight group compared to ground control were reported in our study. Proton radiation-induced damage to the photoreceptor layer was also observed in our previous rodent study^54^. It is important to note that changes in global ocular structure and retinal layer thickness could have clinical and/or pathological significance^34^. The ONL contains the nuclei of the photoreceptor cells and the INL contains the cell bodies of bipolar, horizontal, amacrine, and Müller cells. Our published study from a Space Shuttle Mission (STS-135) showed a significant increase of apoptosis in the ONL and INL of the photoreceptor layer in spaceflight mice^2^. Photoreceptor loss is responsible for irreversible blindness in many retinal diseases^55^ and photoreceptors are more sensitive to environmental damage^56^. Retinal damage, retinal photoreceptor cell loss, and thinning of the inner retina precede subsequent capillary degeneration^57,58^. Our findings strongly implicate the space environment causes retinal injury and the potential development and progression of retinal degeneration.

The potential benefit of micro-CT in quantitative evaluation of ophthalmologic structure was encouraging. Our results showed degradation in ocular structures by spaceflight, particularly of the retina, RPE, and choroid layers of the eye, as evidenced by their decreased thickness. MicroCT provides an easy and non-destructive technique to image without any modification. Additionally, it shows the entire region of interest digitally, thereby increasing accessibility and reproducibility of the findings. Future work should use volumetric data to perform other analyses that take advantage of the micro-CT imaging capabilities, since it has been used successfully for studying many normal and pathologic tissues^59^.

One area of concern is whether observed degradation of photoreceptors, retinal damage, and ocular structure alteration will persist or whether it will reverse once the organism is returned to Earth. Future studies should investigate the long-term impact of observed structural changes of the retina and retinal photoreceptors function that may lead to late retinal degeneration. Additional studies are needed to determine which aspects of spaceflight are responsible for photoreceptor damage and oxidative stress. Leading causes include radiation and possible alterations in intracranial pressure (ICP) or intraocular pressure (IOP)^60,61^ induced by microgravity. It is possible that both space radiation and microgravity work in conjunction with one another to cause a more severe pathological result than either would in isolation. Other factors that may be driving differential gene expression include increased stress an organism experiences due to the physiological pressures of spacecraft takeoff and landing and the psychological pressures of spaceflight. The body size of an organism also impacts the amount of interstitial fluid per gram of body weight, which could impact the magnitude of fluctuating pressures influencing the retina^62^. Studies using larger organisms could better model the degree of fluctuating pressures experienced by humans during spaceflight.

There are many potential avenues left to explore in order to understand the response of the mammalian retina to spaceflight. In this study we have characterized the physical response of the retina, the degradation of photoreceptors, and the presence of oxidative stress markers. We have also observed several genes with significant differential expression in the spaceflight condition were also differentially expressed in the disease retinitis pigmentosa. Additionally, we suspect the changes that we are observing during spaceflight are influenced by alternative splicing and chromatin reorganization. There remains much work to be done on understanding the mechanism of spaceflight-induced oxidative stress on retinal damage. Additional work will need to be done to separate disease-causing changes in gene expression from compensatory changes. We also believe these data will be useful for understanding other spaceflight-related health concerns, such as misregulation of the circadian rhythm and accelerated aging. A full list of DEGs has been provided as a resource (Sup. Table 1) toward further understanding of associations between spaceflight, retinal function, and overall mammalian health.

## Methods

### Flight and control conditions

SpaceX successfully launched the 12th Commercial Resupply Service (CRS-12) payload at the Kennedy Space Center (KSC) on a 35-day mission in August, 2017. 10-week-old male C57BL/6 mice (n = 20) (Jackson laboratories, Inc. Bar harbor, ME) were flown for NASA’s ninth Rodent Research experiment (RR-9). The mice lived in NASA’s Rodent Habitats (RH) aboard ISS for 35 days before returning to Earth via SpaceX’s Dragon capsule. All mice were maintained at an ambient temperature of 26–28 °C with a 12-h light/dark cycle during the flight. GC mice were placed into the same housing hardware used in flight, and environmental parameters such as temperature and carbon dioxide (CO_2_) levels were matched as closely as possible based on telemetry data. GC mice were fed the same special NASA food bar diet as the space flown mice. All mice received the same *ad libitum* access to food and water. The study followed the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (NIH) and was approved by the Institutional Animal Care and Use Committee (IACUC) of Loma Linda University (LLU) and The National Aeronautics and Space Administration (NASA).

### Post-flight evaluation of the mice

Upon return to the Earth, mice were transported to Loma Linda University (LLU) within 28 hours of splashdown. At LLU, animals were removed from the animal enclosure hardware and assessed for survival and health. It was reported that all the mice survived the 35-day space mission and were in good condition, i.e. no obvious deficiencies/abnormalities as described by the inspecting personnel.

### Dissecting and preservation of mouse eyes after spaceflight

The mice were rapidly euthanized in 100% CO_2_ and eyes were collected within 38+/−4 hours of splashdown (n = 20/group). The retinas from rights were dissected and placed individually in sterile cryovials, snap frozen in liquid nitrogen and kept at −80 °C prior to use. The left eyes were fixed in 4% paraformaldehyde in phosphate buffered saline (PBS) for 24 hours and then rinsed with PBS for immunohistochemistry (IHC) assays. The right eyes from 2 experimental groups: ground control and spaceflight (n = 8 mice per group) were dissected to obtain the retina. The retinas were flash-frozen and stored at −80 °C for genomic analysis.

### Immunostaining assays and histology

Paraffin-embedded sections (Six µm) of left eye, roughly 100 mm apart, were used for analysis (n = 6/group). To evaluate oxidative damage in the retina, Immunostaining was performed on ocular sections using 4-HNE antibody specific for lipid peroxidation. Sections were incubated with the anti-4-HNE antibody (catalog no. HNE11-S, Alpha Diagnostic International Inc., San Antonio, TX) at 4 °C for 2 hours followed by a donkey anti-rabbit IgG fluorescence-conjugated secondary antibody (catalog no. A21206, Invitrogen Corp., Waltham, MA) for 2 hours at room temperature and counterstained with DAPI. For double labeling of HNE and PNA, sections were incubated with fluorescein isothiocyanate (FITC)-conjugated Peanut agglutinin (1:100 in 1% BSA) for an hour at room temperature for labeling the photoreceptor cones. Sections were then incubated overnight (18-21 hours) at 4 °C with primary antibody against rabbit anti-4-HNE (Alpha Diagnostic Intl. Inc. San Antonio, TX). After washing three times in PBS, sections were further treated with secondary antibody Alexa Fluor 568 goat anti-rabbit IgG (Life Technologies, Eugene, Oregon). PNA was obtained from (Vector Laboratories, Burlingame, CA). The cell nuclei were counterstained with DAPI and were mounted and coverslipped with Vectashield Hard-Set Mounting Medium (Vector Laboratories). To characterize layers of retinal structure, a series of 6 µm sections were also stained with hematoxylin and eosin (H&E). Images were captured with a BZ-X710 All-in-One inverted fluorescence microscope. In each sample, a total of 5 fields of images were sampled systematically at 20X magnification spanning the entire retina sections.

### Quantification of immunostaining

For quantitative analysis, the number of PNA- positive cells were counted in three sections of tissue from each animal using Image J counting plugin 1.41 software (National Institutes of Health, Bethesda, MD; http://rsbweb.nih.gov/ij/). The density profiles were expressed as mean number of PNA cells/mm^2^, and counts were averaged across each group. To determine HNE immunoreactivity, fluorescence intensity was measured on 5 randomly selected fields on each section and calculated using Image J software. The data were extracted and averaged within the group. A detailed method was described in Mao *et al*.^2^.

### Sample preparation for MicroCT scanning

A subset of eye samples (n = 6/group) were fixed in 4% formaldehyde in PBS. After fixation, the mice eyes were dehydrated in ethanol. To prevent an abrupt shrinkage of the fixed sample, a graded series of ethanoic solutions were used. Afterwards, the mice eyes were stained in 10% phosphomolybdic acid solution (PMA) for 6 days. Samples were washed in absolute ethanol and then placed each eye in the same rotation in individual 2 mL plastic containers filled with absolute ethanol for scanning.

### Micro CT scanning and analysis

Samples were scanned using a high resolution micro-computed tomography system (SkyScan 1272 desktop micro-CT system, Bruker, Kontich, Belgium), with an accelerating source voltage of 50 keV, a source current of 80 mA with an integration time of 90 min. During the scanning process, the samples were rotated at 180 degrees, with an imaging voxel size of 4.5 um, frame averaging of 4, rotation step of 0.4 and no filter. These images were saved for the reconstruction of the 3D object. The thickness of the retina and surrounding tissues were measured on MicroCT images by descriptive analysis. Measurements of the lens, retina, RPE layer, choroid and sclera were performed in the middle slice of the sagittal view of each sample using the optical nerve as reference. Three measurements were recorded of each structure to finally obtain an average.

### RNA/DNA extraction

Retina tissues (n = 8/group) were homogenized with Precellys CKM beads (Hilden, Germany) in 600 µl of RLT plus buffer. Total RNA and DNA were extracted using the QIAGEN AllPrep DNA/RNA/miRNA Universal Kit according to the manufacturer’s protocol. After isolation, RNA and DNA were frozen and kept at −80 °C until further use. Isolated RNA samples were quantified and purity checked by NanoDrop spectrophotometry (Thermo Fisher Scientific, Chino, CA). DNA and RNA were further quantified using the Qubit dsDNA High Sensitivity Kit and RNA Broad Range Kit, respectively (Life Technologies, Carlsbad, CA). RNA quality was evaluated using the Agilent 2200 TapeStation and RNA ScreenTape with 1ul of randomly selected RNA denatured at 72 °C for three minutes per manufacturer’s instructions (Santa Clara, CA). RNA integrity numbers (RIN) of tested RNA samples had values between 7.7 and 8.9.

### RNA-Seq library construction

The Ovation® Mouse RNA-Seq System 1-16 (NuGEN Technologies, #0348) was used per manufacturer’s instructions to construct stranded RNA-seq libraries. 100 ng of total RNA was used as input. First and second strands of cDNA were synthesized from total RNA (100 ng) spiked with 1 µl of 1:500 diluted ERCC ExFold RNA Spike-In Mix 2 (Life Technologies, Carlsbad, CA) at the appropriate ratio. Following primer annealing and cDNA synthesis, the products were sheared using Covaris S220 Focused-ultrasonicator (Covaris Inc., Woburn, MA). 130 µl of each sample was sheared according to manufacturer’s instructions. The parameters were set as follows: 10% duty factor, peak power 175 and 200 cycles per burst at 4 °C for 200 seconds to obtain fragment sizes between 150–200 bp. This was followed by end-repair, adaptor index ligation and strand selection. Strand selection was performed by using custom InDA-C primer mixture SS5 Version5 for mice with cytoplasmic and mitochondrial ribosomal RNA depletion. Finally, libraries were amplified using 17 cycles (Mastercycler^®^ pro, Eppendorf, Hamburg, Germany), and purified with RNAClean XP Agencourt beads.

### Library quantification and quality control (QC) test

The final amplified libraries were purified using Agencourt RNAClean XP beads (Beckman Coulter, Indianapolis, IN) and quantified using Qubit dsDNA HS Kit on Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA). Quality and peak size was determined using D1000 ScreenTape on the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA).

### Sequencing

Final libraries were each diluted to 4 nM and further quantitated to ensure high accuracy quantification for consistent pooling of barcoded libraries and maximization of the number of clusters in the Illumina flow cell. Libraries of different indices were pooled for sequencing together in equimolar amounts. Pooled libraries were quantified by Qubit prior to sequencing. For sequencing, clusters were generated on cBot with HiSeq3000/4000 PE cluster kit (Illumina, Inc., San Diego, CA) from 5 ul of 2 nM final library pool (200 pM at cBot loading). Sequencing was performed on an Illumina HiSeq4000 (Loma Linda University Center for Genomics) using 75 cycles SBS reagents (Illumina, Inc., San Diego, CA). Single-indexed and single-end reads with 75 nucleotides length (1 × 75 bp) were generated. Fastq files generated from the sequence run were demultiplexed (Loma Linda University Center for Genomics), quality checked (quality score >38), trimmed from adapters with Trimmomatic (version 0.01) and mapped against mouse reference genome (NCBI_build_37.2) with TOPHAT2 (version 2). Overall mapping rate was ~85%. Expressed transcripts were counted with Multi HTSeq (version 0.02).

### Computational pipeline/RNA-Seq analysis tools

Differential Expression analysis was carried out using raw counts from input to the R package DEseq2 Version 1.22.2 using R version 3.5.1. A gene was considered differentially expressed (DE) if was below a false discovery rate (FDR) adjusted p-value of 0.1^63^. Heatmaps were generated using the webtool Morpheus, from the Broad Institute (https://software.broadinstitute.org/morpheus/). Hierarchical clustering was performed on rows and columns using one minus Pearson correlation. DEGs that are transcription factors were annotated using the Panther database version 14.1^19^.

GO, gene network analysis, and phenotype graphs were created by performing an overrepresentation enrichment analysis using WebGestalt^12^. GO analysis was carried out using biological process database. Gene network analysis was carried out using the Reactome database^64^. Phenotype analysis was carried out using mammalian phenotype ontology. FDRs were calculated using the Benjamini-Hochberg procedure.

Human disease associated genes were found for the diseases retinitis pigmentosa, age-related macular degeneration, diabetic retinopathy, and retinal detachment using the database DisGeNET version 6.0 with a gene-disease association (GDA) score greater than 0.2^17^. Human genes were converted to their mouse orthologs using the Mouse Genome Informatics database^18^. The genes KIZ, PCARE, RP2, and RP9 did not have their orthologs listed in the Mouse Genome Informatics database and were manually annotated using the GeneCards database (v4.10.0 Build 4)^65^.

## Supplementary information

Supplementary Figure 1

DEGs and Protein Classes

WebGestalt Results, DEGs

Gene-Disease Associations

WebGestalt Results, DETFs

## Data Availability

The datasets generated during and/or analysed during the current study are available in the GEO repository, under the accession identifier GSE131954.

How the deposited data were processed for this re-analysis (not part of the article)

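Retinas of 8 mice flown for 35 days and 8 ground control mice, all male C57BL/6, were compared, so the 2 groups of 8 libraries make up the whole comparison. The authors trimmed the reads with Trimmomatic, mapped them with TopHat2 to an older mouse assembly than the one used here for names and sequence composition, and counted them per gene with HTSeq. The authors compared the groups with DESeq2 on the raw counts of all libraries, and deposited a table of all 25905 genes and a second table of the 600 genes past their threshold. The second table was checked against the first, and all 600 log2 fold-changes were equal.

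The signal value of each gene in the deposited tables is the mean over all libraries of counts that the authors divided by the size factors of DESeq2. The log2 fold-change of spaceflight over ground control and its standard error are the authors' estimates, on a log2 scale, and are positive where spaceflight is higher. The score is the Wald statistic of the authors, which is the log2 fold-change over its standard error. The p-values are deposited by the authors unadjusted and adjusted, the latter by the Benjamini-Hochberg method over the genes past their filter on abundance. Symbols that a spreadsheet had turned into dates were found for 25 genes, of which 0 were past the threshold.

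The 2 deposited tables of counts per library each hold 16 columns named with a laboratory code and a running number. No text pairs these with a mouse or a group, so all 32 columns were left out. For this reason the analysis chosen before the counts were opened, a quasi-likelihood test in edgeR on those counts with normalization by the trimmed mean of M values, could not be run as written. Every result rests on the authors' deposited comparison. Depth per sample, library sizes, clustering of the mice, spread between mice and fits that leave out a library are not analysed here. The precision of each gene is that of its deposited standard error.

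Genes with a deposited adjusted p-value were taken as tested, and those under 0.1, the threshold of the paper's methods, as DEGs. Intervals at the 95% level were computed as normal intervals from the authors' log2 fold-change and standard error. Alternatives chosen in advance were adjusted p-values of 0.05 and 0.01, and a Benjamini-Hochberg adjustment over all 19668 genes with a p-value in place of the filter on abundance. Added after seeing the data were a minimum mean normalized count of 100, removal of a trend on GC content and transcript length, a null distribution taken from the central spread of the Wald statistics (interquartile range over that of a standard normal), and a test for a change larger than 1.1-fold. The trend was a robust fit of the log2 fold-change on natural splines of GC content and log2 length with 4 knots each, weighted by the inverse of the standard error. GC content and length came from reference transcripts of assembly GRCm38.p6, joined by symbol for 9288 tested genes and by an older symbol for 957. Neighbouring genes were taken from the same assembly, and no position was compared with the authors' mapping. Of the tested genes 9154 could be placed on it, among them 518 DEGs, and genes without a place were passed over.

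The 4 disease lists came from Sup. Table 3 and the gene categories from Sup. Tables 2 and 4. A further 19 marker lists were written for cell types and tissues of the eye and for stress responses. Lists with at least 5 tested genes were tested with the camera test of limma (cameraPR) on the Wald statistics with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. The alternatives were a preset correlation of 0.05, ranks of the statistics, and statistics with the trend removed. Each list was also compared with 10000 random lists, each member replaced by 1 of the 200 genes nearest in mean normalized count. Shares of higher and lower DEGs were compared with Fisher's exact test. Calls were permuted 10000 times along the genome to count neighbouring DEGs. The random seed was 1.

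Named with values are every gene the paper names, the 5 DEGs with the largest rise and the 5 with the largest fall, the gene with the smallest adjusted p-value in each direction, the transcription factors of Fig. 3A, and, where a list is reported, up to 5 of its most abundant members and those past the threshold. A gene named outside this rule, such as the lowest or highest member of a list or a gene beside another, was chosen after its values were seen. Values of some genes the paper names are not reported.

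The steps were tested on simulated data with the deposited standard errors. In 20 tables of 10669 genes with 200 genes changed 1.3-fold, 71.3% of the changed genes were recovered and 11.3% of the calls were false. With a GC trend added, 18.5% of the calls were false before its removal and 11.4% after. Of simulated lists of 19 genes without a shift, 3.5% had an unadjusted p-value under 0.05 in limma's camera test. With every member raised by 0.1 on the log2 scale, 95% did. The simulated errors were independent and standard normal, while the Wald statistics of the data had a central spread of 1.301. The rate of false calls on these data, or in lists of genes that vary together, is therefore not given by the simulation. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.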

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

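The tests on the spread of members within the lists and those on explanations for Irf7, the tests without the named genes, and the alternatives with ranks, with a preset correlation of 0.05 and with the trend on GC content and length removed, were chosen only after the results were seen. The results below stand out because the paper did not analyse these lists, although its text discusses some of their members, and does not discuss Irf7. Related categories are among those of the paper's overrepresentation analysis. They include protein folding, with 10 DEGs higher and 3 lower, and glucose metabolic process, with 7 higher and 8 lower. Values per mouse were not used, so the number of mice that show each direction is not given. Library size and mislabelled samples were not tested, and the groups differ in launch, flight and return together.

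The heat shock and chaperone list was higher in spaceflight (median log2 fold-change 0.15, adjusted p = 1.56e-10, limma's camera test). With the trend on GC content and length removed the adjusted p-value was 1.79e-09, which argues against that trend as the whole cause. Over the alternatives the adjusted p-value went up to 5.21e-04, with ranks. The 3 genes the paper names do not carry the shift alone, since the camera test without them gave an adjusted p-value of 9.41e-05 over the 3 lists tested with genes left out. The members moved apart by more than the standard errors of DESeq2 widened by the central spread of the Wald statistics (chi-square test of Cochran's Q over the members, p = 2.03e-10), from -0.20 for Dnaja1 to 0.43 for Hspb1. A stress response to flight or to the return may underlie the shift, and a difference in handling between the groups stays open as well. Neither was tested.

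The hypoxia and glycolysis list was also higher (median log2 fold-change 0.10, adjusted p = 0.00569, limma's camera test). With the trend removed the adjusted p-value was 0.00338, against the trend as the whole cause. The adjusted p-values of the other alternatives were 0.0277 with a preset correlation of 0.05 and 0.171 with ranks, so the shift depends on the size of the statistics and not on their order alone. Of the 14 members 8 were higher and 6 lower, from -0.17 for Egln3 to 0.38 for Pfkp, further apart than the widened standard errors allow (chi-square test of Cochran's Q over the members, p = 6.35e-08). The rise is therefore not one of the list as a whole. A change in glucose metabolism or oxygen supply stays open and was not tested.

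The bipolar cell list was higher, with 6 of 8 members up and 3 of them DEGs (Cabp5, Grm6 and Isl1, of which the study picked Isl1 from these libraries). Its median log2 fold-change was 0.11 (adjusted p = 0.00569, limma's camera test), and the range over the alternatives was 0.00287 to 0.0713. The lower end is with the trend removed, which argues against the trend, and the upper end is with ranks. A higher share of bipolar cells would move the members alike. They ran from -0.08 for Prkca to 0.27 for Cabp5, further apart than the widened standard errors allow (chi-square test of Cochran's Q over the members, p = 3.10e-04). A change of expression within bipolar cells stays open and was not tested.

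The amacrine and horizontal cell list was lower, with 10 of 12 members down and 1 DEG, Prox1, which the study picked from these libraries. Its median log2 fold-change was -0.08 (adjusted p = 0.0196, limma's camera test), and the adjusted p-value was 0.0250 with the trend removed, 0.0408 with ranks and 0.0639 with a preset correlation of 0.05. The members ran from -0.21 for Lhx1 to 0.20 for Calb1. They differed beyond the standard errors of DESeq2 (chi-square test of Cochran's Q over the members, p = 0.0260) but not beyond widened ones (p = 0.302 in the same chi-square test). Only under the widened errors are they consistent with a lower share of these cells, from loss of cells or from the dissection. Lower expression in each cell could give the same values, and these were not separated.

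The interferon response list was higher (adjusted p = 0.00930, limma's camera test) with a median log2 fold-change of 0.03. The result comes from Irf7. Without it the median was 0.01 and the mean Wald statistic -0.151, which differ in sign, and limma's camera test gave an adjusted p-value of 0.860 over the 3 lists with genes left out. With ranks, which limit the weight of a single gene, the adjusted p-value of the full list was 0.755, the highest of the alternatives, and the lowest was 0.00728, with the trend removed.

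Irf7 itself had a log2 fold-change of 1.57 in the authors' deposited table (adjusted p = 1.36e-44), at a mean normalized count of 193. It is among the transcription factors of Fig. 3A. An interferon response would raise the other genes of the list, but their median lay at percentile 54.5 of matched lists, which argues against it. Reads shared with Drd4 through overlapping genes are argued against by the 2 annotated genes between them. A variant that acts on both genes may also be present, and neither that nor a response of Irf7 to flight was tested.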

How the results depend on the processing

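The tests with a minimum mean normalized count of 100, with the trend on GC content and length removed, with a null distribution from the central spread, for a change larger than 1.1-fold, with ranks and with a preset correlation of 0.05 were chosen only after seeing the data.

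At the authors' threshold there were 600 DEGs, 286 higher and 314 lower. At an adjusted p-value of 0.05 there were 394, of which 184 were higher. At 0.01 there were 220 (96 higher, 124 lower), with 11 of 29 transcription factors, 66 of 170 DEGs of the ocular, RNA processing and stress categories, and 20 of 31 DEGs among the genes named in the text. These falls follow from the stricter threshold.

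With the null distribution from the central spread, 124 DEGs were left (56 higher, 68 lower), all among the 600. Of the disease genes, 5 were left in the retinitis pigmentosa list and 0 in the diabetic retinopathy list. There were 6 transcription factors, 38 category DEGs, 0 of 3 oxidative stress genes and 12 named genes. The wider null assumes that most genes did not change, which was not tested.

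In the test for a change larger than 1.1-fold, 44 DEGs were left (20 higher, 24 lower), with 2 in the retinitis pigmentosa list, 0 in the diabetic retinopathy list, 3 transcription factors, 9 category DEGs, 0 oxidative stress genes and 8 named genes. This follows from the construction of the test, since most changes were small. The counts of 0 are from tests on the values of DESeq2, in which the 1 diabetic retinopathy gene and the 3 oxidative stress genes all had an unadjusted p-value under 0.05 against no change.

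Under the other alternatives the counts named above stayed within 1.5 times their main values, while the DEGs of the RNA processing categories alone went from 70 to 42 with the trend removed. Without the filter on abundance there were 431 DEGs, of which 412 were among the 600. With a minimum mean of 100 there were 589, of which 534 were, and with the trend removed 467, of which 404 were. The share of DEGs higher in spaceflight was 43.6% to 47.3% over the alternatives, against 47.7%. The age-related macular degeneration and retinal detachment lists had 0 DEGs in each of the alternatives, with 2 and 0 genes under an unadjusted p-value of 0.05 in DESeq2. Of 56 named genes followed, 51 were DEGs. The calls lost were 12 at 0.05, 24 at 0.01, 11 without the filter, 0 of the 51 genes above a mean of 100, 8 with the trend removed, 34 with the central spread and 41 for 1.1-fold. Removing the trend is the only one of these that can change a sign, and it reversed 0 of the DEGs followed.

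Of 15 marker lists tested, 5 were shifted in limma's camera test, the same 5 with the trend removed, and 4 of them with a preset correlation of 0.05, without the amacrine and horizontal cell list. With ranks 3 lists were shifted. Of the 5, the heat shock and the amacrine and horizontal cell lists stayed, the bipolar cell, hypoxia and glycolysis, and interferon response lists were lost, and the lens list was gained. The cause of the fall with ranks was not tested for each list.

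No paired analysis was possible because the comparison table carries no values per mouse. The labels of the 2 groups share 8 numbers, and whether these pair the mice is not stated. Not run, since they need values per mouse, were the edgeR test, a rerun of the paper's tool, limma-voom, other size factors (RLE, upper quartile), stricter filters per library, the replicate block with and without offsets for GC content, offsets per library, leaving out each library, a surrogate variable, fry, the clustering of mice with its alternatives, other splits of the samples, and tests for a mouse far from the others. Depth limits the calls through abundance, since genes near the authors' filter have the widest standard errors.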

Differences from the paper's values

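Apart from alternatives named as added, no test in this part was chosen only after seeing the results. The results text of the paper gives 600 DEGs (the paper's value) at an adjusted p-value threshold of 0.01, where the authors' deposited table gives 220. Of the alternatives set before the data were examined, an adjusted p-value of 0.05 (394) and no filter on abundance at 0.01 (180) still differ from the paper's value. At an adjusted p-value of 0.1, the threshold of the paper's methods, the deposited table gives 600.

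The paper names Kdm4b among the transcription factors behind the histone demethylation categories. In the authors' deposited table Kdm4b had an adjusted p-value of 0.581 and is listed in 0 of the 47 categories of Sup. Table 4, and it was past the threshold in none of the alternatives, those added after seeing the data included, while Kdm4c is listed in 34. The paper states that Drd4 is in no gene list of the overrepresentation analysis. In Sup. Table 2 it is listed in 4. Hist1h2bc, for which the paper states the same, appears in 0.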

Other observations

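The tests on GC content among genes that were not called, on the standard errors of the lens genes and on a variant behind neighbouring genes, and all that removed the trend on GC content and length, were chosen only after the results were seen.

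The median GC content of the transcripts was 46.9% for DEGs higher in spaceflight and 52.6% for those lower. The log2 fold-change also fell with GC content among genes that were not called (Spearman correlation -0.196), so a bias of library preparation between the groups is a candidate explanation for part of the pattern. It is not the whole cause of the DEGs, since 70.3% of those with a known GC content stayed past the threshold with the trend removed. Among DEGs the correlation was -0.288 before and -0.186 after the removal. A biological relation of GC content to the response was not tested.

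The Wald statistics had a central spread of 1.301, where a standard normal has 1, and 1.23 with the trend removed, which argues against the trend as the whole cause. Many small changes, or spread between mice that the model does not hold, stay open.

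In the retinitis pigmentosa list, 12 of 75 genes were DEGs, and a share of 0.115 of lists matched on abundance held as many. The high abundance of the list's genes could give such a number. Matching was on mean normalized count alone, so the matched lists can hold other abundant retinal genes that responded. The comparison therefore cannot separate abundance from a response of the disease genes, and a further response was not shown.

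All 13 tested lens genes were lower in spaceflight (median log2 fold-change -0.99), yet 0 were DEGs in DESeq2 and 0 had an unadjusted p-value under 0.05. The median was below all of the 10000 matched random lists, and the list was not past the threshold (adjusted p = 0.162, limma's camera test), and over the alternatives the adjusted p-value was 0.0457, with ranks, to 0.263. The most abundant were Cryaa, with a mean normalized count of 898 and a log2 fold-change of -1.05, and Crybb2, with 441 and -1.22, in the authors' deposited table. Their standard errors were 9.05 times those of genes of like abundance in the median, consistent with lens tissue carried into some of the samples in varying amount. How many of these genes the retina itself expresses cannot be read from a mean over all libraries.

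Among the 518 DEGs placed on the assembly, neighbours went in the same direction in 25 pairs, against 14.8 in permuted calls (permutation p = 0.0077), and in opposite directions in 9, against 14.6. Without pairs of overlapping genes there were 22, against 14.0 (permutation p = 0.0244), which argues against shared reads as the whole cause. The direction of the change also went with GC content, and the pairs were not counted with that trend removed. Its part in the excess therefore stays open. Shared regulation and a strain or donor variant cannot be told apart here, since expression values alone show no variants.

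The other marker lists did not pass the threshold (limma's camera test). The adjusted p-value and median log2 fold-change were 0.412 and -0.01 for Müller glia and astrocytes, 0.169 and -0.08 for ganglion cells, 0.652 and -0.15 for retinal pigment epithelium, 0.847 and -0.01 for microglia, and 0.810 and 0.01 for vascular cells. The medians of the ganglion cell and pigment epithelium lists lay at percentiles 1.75 and 0.1 of matched random lists. The median standard error of the pigment epithelium genes was 5.34 times that of genes of like abundance. Of the Müller glia and astrocyte genes 3 were DEGs, all lower, among them Crym, and the highest member was Gfap, with a log2 fold-change of 0.50 (adjusted p = 0.270 in DESeq2). The blood list and the list for cornea, ciliary body and iris had 1 tested gene each, and those for extraocular muscle and the mitochondrial genome 0, too few to test.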
